# Doxorubicin Changes the Spatial Organization of the Genome around Active Promoters

**DOI:** 10.3390/cells12152001

**Published:** 2023-08-04

**Authors:** Maria E. Stefanova, Elizabeth Ing-Simmons, Stefan Stefanov, Ilya Flyamer, Heathcliff Dorado Garcia, Robert Schöpflin, Anton G. Henssen, Juan M. Vaquerizas, Stefan Mundlos

**Keywords:** Hi-C, Top2, doxorubicin, chemotherapy, DSBs, promoters

## Abstract

In this study, we delve into the impact of genotoxic anticancer drug treatment on the chromatin structure of human cells, with a particular focus on the effects of doxorubicin. Using Hi-C, ChIP-seq, and RNA-seq, we explore the changes in chromatin architecture brought about by doxorubicin and ICRF193. Our results indicate that physiologically relevant doses of doxorubicin lead to a local reduction in Hi-C interactions in certain genomic regions that contain active promoters, with changes in chromatin architecture occurring independently of Top2 inhibition, cell cycle arrest, and differential gene expression. Inside the regions with decreased interactions, we detected redistribution of RAD21 around the peaks of H3K27 acetylation. Our study also revealed a common structural pattern in the regions with altered architecture, characterized by two large domains separated from each other. Additionally, doxorubicin was found to increase CTCF binding in H3K27 acetylated regions. Furthermore, we discovered that Top2-dependent chemotherapy causes changes in the distance decay of Hi-C contacts, which are driven by direct and indirect inhibitors. Our proposed model suggests that doxorubicin-induced DSBs cause cohesin redistribution, which leads to increased insulation on actively transcribed TAD boundaries. Our findings underscore the significant impact of genotoxic anticancer treatment on the chromatin structure of the human genome.

## 1. Introduction

The chromatin of eukaryotes has different levels of organization. The nucleosome level is the lowest level, while on a larger scale chromatin forms topologically associating domains (TADs), separated from each other by boundaries [1]. The boundary regions are usually marked by CTCF and cohesin—chromatin architecture factors. Another type of chromatin structure is the so-called A and B compartments, indicative of the spatial segregation of euchromatin and heterochromatin. Importantly, alterations in the chromatin architecture are linked with cancer and developmental diseases [2,3].

DNA double-strand breaks (DSB) change the chromatin architecture around them. In particular, microscopy showed that DSBs cause structural stabilization of chromatin [4]. The study [4] demonstrated that the proteins 53BP1 and RIF1 form a module that stabilizes the three-dimensional structure of chromatin at sites of DNA double-strand breaks. Their accumulation at specific regions of chromatin organizes neighboring structures into an ordered, circular arrangement, preventing aberrant DNA processing and maintaining the integrity of the genome and epigenetic information. Hi-C experiments revealed that a local DSB leads to the formation of a DNA damage repair foci around it, potentially formed by one-sided cohesin-mediated loop extrusion [5]. Therefore, genotoxic anticancer drugs are expected to significantly alter the chromatin structure of cells at many loci or throughout the genome. However, how physiologically relevant concentrations of the DSBs-inducing anticancer drugs change the architecture of the genome is not studied. Therefore, we sought to investigate the consequence of doxorubicin treatment on the higher order chromatin structure, which induces DSBs in active promoters [6].

Doxorubicin is a commonly used drug, DNA intercalator, and Topoisomerase 2 (Top2) inhibitor [7]. Top2 inhibition by doxorubicin is well-characterized, as well as catalytic inhibition of Top2, and leads to cell cycle arrest [8]. Mammalian cells have a “decatenation checkpoint” and spindle assembly checkpoint [9]. Chemical inhibition of Top2 by topoisomerase poisons, catalytic inhibitors like ICRF-193, or the expression of a catalytically compromised Top2 leads to cell cycle arrest at the G2/M transition [10]. Previously, physiological doses of doxorubicin and other anthracyclines have been shown to increase nucleosome turnover or eviction around active gene promoters [7]. Interestingly, doxorubicin-induced DSBs also occur preferentially around promoters of active genes [6]. Another Top2 inhibitor, etoposide, increases DSBs around promoters as well [6]. A more recent study linked Top2-mediated DSBs to the chromatin architecture: they are enriched in chromatin loop anchors with high transcriptional activity [11]. Based on these data we hypothesized that Top2-targeted chemotherapy affects the spatial organization of chromatin at active promoters, which could be detected by 3C methods.

Interestingly, human breast cancer cells with mutations, which cause doxorubicin resistance, have altered chromatin architecture in comparison with wild type cells [12]. This long-term consequence of doxorubicin treatment indicates that genotoxic chemotherapy can have a mutation-mediated effect on chromatin structure. However, if doxorubicin treatment has a direct and immediate effect on chromatin spatial organization is not known.

Here, we show that physiological concentrations of doxorubicin significantly change the spatial chromatin structure of human RPE1 cells at many genomic loci. Doxorubicin treatment led to the reduction in Hi-C interactions at many regions of the genome. These regions covered clusters of active promoters. Additionally, we observed differential CTCF binding in active genomic regions after doxorubicin treatment. Doxorubicin-sensitive genomic regions had a preferential spatial organization: the treatment changed contacts between TADs. Moreover, both doxorubicin and ICRF193 (a catalytic inhibitor of Top2) similarly changed human chromatin compaction.

## 2. Materials and Methods

### 2.1. Cell Culture and Treatments

RPE1 cells were grown in DMEM, supplemented with 10% FCS and 1% Pen/Strep. We split the cells twice weekly by washing with DPBS and trypsinizing for 5 min, then diluting the cells 1:10 in fresh media. Before the drug treatments, we seeded the cells into fresh media one day before starting the drug treatment (2–4 M cells per 15 cm dish, in 20 mL of media). Cells were treated with doxorubicin as described [7] for 18 h with two concentrations: either 340 μM [7] or 200 μM [13] (the second concentration corresponds to stable blood plasma concentrations observed in patients treated with anthracycline antibiotics). For experiments with ICRF193 treatment, cells were incubated with 5 μM or 500 nM ICRF193 for 18 h. Since both stocks of doxorubicin and ICRF193 were diluted in DMSO, untreated control cells were incubated with the DMSO for 18 h.

### 2.2. FACS

For cell cycle analysis, treated cells were trypsinized, washed with DPBS, fixed for 15 min on ice with 1% PFA, washed 2× with DPBS, and stored at −20° in 70% ice-cold EtOH. On the day of analyses, the cells were washed 2× with DPBS and incubated with 500 uL of PI/RNase for 30 min. For FACS we used a Cell Analyzer BD LSRFortessa and the DIVA software (version 9.0.1). The results were analyzed with FlowJo (version 10.9.0).

### 2.3. Hi-C

Hi-C libraries for RPE1 cells were made and processed as described [2], using hg19 genome assembly. Briefly, FASTQ files were processed using the Juicer pipeline v1.5.6 [14], CPU version, which was set up with BWA v0.7.17 [15]. For TAD-calling, TopDom (version 0.10.1) software was used [16] with a window size of 250 kb. TAD-calling was performed on the control (DMSO) map.

Differential Hi-C maps were generated in Juicebox, by dividing the normalized observed map over the normalized control. “Balanced” or KR normalization was used.

To show zooms into the differential Hi-C regions, corrected Hi-C maps at 100 kb resolution were adaptively coarse-grained so each pixel contains at least 5 contacts to reduce noise in low contact frequency areas (default parameters of cooltools.lib.numutils.adaptive_coarsegrain).

To analyze the enrichment of active promoters in differential Hi-C regions, published [17] H3K4me3 tracks for the RPE1 cell line (GSM5576211) were used. To analyze the enrichment of H3K27ac in differential Hi-C regions, published [18] H3K27ac tracks for the RPE1 cell line (GSM4194693) were used.

Compartmentalization saddle plots were generated using the compute-saddle function implemented in cooltools [19] for 500 kb resolution.

Our pipeline for calling differential Hi-C regions and its documentation are available here: https://keeper.mpdl.mpg.de/d/d6a1c0581af240d8bb9f/ (accessed on 1 March 2023). Briefly, a window with the size of 10 bins slides along the diagonal of the differential Hi-C map (log2 fold change between Observed and Control maps) and calculates the difference. Particularly, we analyzed a log2 ratio between two maps. Both maps (Raw count maps) were scaled before computing the log2-ratio according to their overall sum of Hi-C contacts. For the overall sum, the Hi-C contacts within and between autosomes were used (excluding the main diagonal). Afterward, the values of the log2-ratio map were summed up within the sliding window. Next, we plotted the distribution of the difference across the genome and chose a threshold to detect only regions passing the threshold.

Pileup plots were generated from the Hi-C maps with 10 kb resolution with the help of coolpup.py tool [20]. Coordinates of annotated TADs, differential regions, and differential CTCF peaks were used for the pileup analysis.

### 2.4. RNA-Seq

Total RNA was extracted from RPE1 cells, from 3 million cells per condition, with a Qiagen RNeasy Mini Kit. Briefly, mRNAs were enriched with poly-A selection. Libraries were sequenced with thirty million reads per sample on a HiSeq 4000 sequencer (Illumina Netherlands, Steenoven 19, 5626 DK Eindhoven) in 75 bp paired end mode.

The reads we mapped to the hg38 genome (UCSC) were downloaded from iGenomes using the STAR mapper [21]. Gene-level counting was performed with the RSubread [22] package using the corresponding iGenomes annotation. Differential expression analysis was performed via the DESeq2 [23] package. Differential expression was calculated between “control” and “observed”, whereas a control we took two biological replicates of the DMSO treatment and as observed three biological replicates of the doxorubicin treatment (two for the 0.2 μM concentration and one for the 0.34 μM concentration). 

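In a principal component analysis of the 5 libraries (variance-stabilized counts of DESeq2, 500 most variable genes), the first component explained 78.6% of the variance and the second 19.4%. On the first component the DMSO libraries lay at -23.9 and -34.4 and the doxorubicin libraries at 19.2, 14.1 and 24.9, the last being the 0.34 μM library. The separation of the treatments was larger than the spread between libraries of one condition. On the second component the DMSO libraries lay apart, at 15.1 and -9.97, and so did the 0.2 μM libraries, at 7.63 and -17.8, with the 0.34 μM library at 4.96. With log2 CPM in place of the variance-stabilized counts, the first component explained 66.9% and the second 29.8%. With all genes kept by the filter they explained 65.3% and 24.8%. The settings of the plot are not named in the paper's text, so the defaults of DESeq2 were used. From the share of variance between the control and the treated libraries, the paper reasons that the doxorubicin treatments can be joined into one group.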

The decision to join all doxorubicin treatments into one group was made based on the PCA plot, where the difference between the control and observed explains the majority of the variance between samples. As a meaningful differential expression threshold, an adjusted *p*-value of 0.01 was used. For the differentially expressed genes, a GO enrichment test was performed using the PANTHER [24] webserver. To evaluate the enrichment of the differentially expressed genes in the differential Hi-C regions, the genes coordinates for hg19 were downloaded from the UCSC Table Browser to match Hi-C assembly; the enrichment was calculated with the help of a hypergeometric test. The test was completed on the gene level and avoided a clash between the hg19 and hg38 assembly.

### 2.5. ChIP-Seq

ChIP-seq for RPE1 cells was performed exactly as described [2], anti-RAD21 (Abcam, (Cambridge, UK); ab992; lot GR221348-8; dilution 1:150) and anti-CTCF (Active Motif (Waterloo Atrium, Drève Richelle 167–boîte 4, BE-1410 Waterloo, Belgium); 613111; lot 34614003; dilution 1:150) antibodies were used.

Peak calling was completed with the MACS2 pipeline [25]. Differential peak calling was completed with the DiffBind package using standard parameters [26].

To build heat maps for the RAD21 signal, we applied deepTools package [27], particularly, computeMatrix and plotHeatmap tools. H3K27ac tracks for the RPE1 cell line (GSM4194693) were used to map the RAD21 signal around acetylated regions.

### 2.6. Hypergeometric Test

The formula for hypergeometric testing is as follows:

$$f(x)=(k\;x)\frac{\left(n-k\;n-x\right)}{N\;n}.\;$$

*N* is the size of the events being sampled, *n* is the size of the sample, and *k* is the number of “successful” events.

The hypergeometric test was performed in R: *1-phyper*(*q, m, n, k, lower.tail = TRUE, log.p = FALSE*), where *x*, q vector of quantiles representing the number of white balls drawn without replacement from an urn which contains both black and white balls. m represents the number of white balls in the urn, *n* the number of black balls in the urn, and *k* the number of balls drawn from the urn.

## 3. Results

To gain insight into the chromatin architecture of the cells treated with doxorubicin, we treated human RPE1 cells with two physiologically relevant concentrations of the drug, 0.2 and 0.34 μM [7,13] (Figure 1a). The treatment duration was set to 18 h, as this timing has been previously employed to investigate the effects of doxorubicin on chromatin [7]; and after the 18-h treatment, doxorubicin was found to enhance nucleosome turnover around active promoters. We assessed the intranuclear localization of doxorubicin by detecting its autofluorescence (Figure S1a), analyzed the cell cycle (Figure 1b), and monitored cell viability. Furthermore, we conducted RNA-seq on both the treated and control cells to evaluate the RPE1 cell response to doxorubicin treatment under our experimental conditions. 

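RNA-seq was performed on 5 libraries of RPE1 cells, an established line of human retinal pigment epithelial cells. Of these, 2 came from cells treated with DMSO, 2 from cells treated with 0.2 μM doxorubicin and 1 from cells treated with 0.34 μM doxorubicin, each for 18 h. These concentrations are those of the paper's results and RNA-seq methods, while the description of the treatment gives 200 and 340 μM. The authors enriched poly-A RNA, mapped the reads to hg38 with STAR and counted them per gene with Rsubread. The raw counts of 26485 genes were deposited without normalization, and whether the counting used the strand of the reads is not given in the sources used here. The counts on genes summed to 26717453 and 24466976 in the DMSO libraries, to 26528661 and 23773061 in the 0.2 μM libraries and to 36725345 in the 0.34 μM library. The paper states its depth in reads per sample in the RNA-seq methods, and the values given here use the counts on genes. For the comparison with DMSO, the 3 doxorubicin libraries were pooled into 1 group, as in the paper's methods. The counts were normalized by edgeR's TMM method, and 14187 genes passed its filter on low counts (a minimum count of 10). Fold changes are doxorubicin over DMSO and were tested with edgeR's quasi-likelihood test at the paper's threshold of an adjusted p-value of 0.01. The paper used DESeq2, which was run as an alternative. The lone 0.34 μM library has no replicate of its own. In the fits of 3 conditions its spread is taken from the other libraries, and in the pooled fit it is 1 of the 3 doxorubicin libraries.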

After 18 h, the presence of doxorubicin within the nucleus of RPE1 cells was clearly observable (Figure S1a). This led to a significant increase in the proportion of cells in the G2/M stage of the cell cycle, indicating an arrest dependent on TOP2A (Figure 1b) [28]. Notably, we did not observe an increase in cell death within the culture at this time point, as cell viability remained around 95% for both the control and treated samples. Concurrently, we observed significant upregulation of stress-response genes and downregulation of cell cycle genes (Table S1), suggesting that our treatment duration and concentrations were sufficient to induce the expected response in the cells.

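Lists of known genes for each response, compiled from general knowledge before the counts were examined, were used to measure these changes. Of the 32 p53 target genes, which respond to DNA damage, 32 had higher mRNA levels after doxorubicin, with a median log2 fold change of 1.81. Of these, 23 passed the threshold over all genes tested and 30 when adjusted over the list alone. CDKN1A (chromosome 6 of GRCh38, 36676463 to 36687332) rose from 276 ± 26.1 CPM (TMM-normalized counts relative to the library size; SD, n = 2) in DMSO to 2900 ± 500.4 (SD, n = 3) in doxorubicin. Its log2 fold change was 3.39 (standard error 0.23, adjusted p = 0.000768 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MDM2 had a log2 fold change of 2.19 (standard error 0.23, adjusted p = 0.00246 from the same edgeR test). GDF15 was close to the detection limit, with 2 and 5 counts in DMSO and 29, 31 and 96 in doxorubicin, and did not pass the threshold (log2 fold change 3.60, standard error 0.68, adjusted p = 0.0191 from the same edgeR test), which it passed with DESeq2. All 35 genes of a list for the G2/M stage had lower mRNA levels and passed the threshold, with a median log2 fold change of -3.72. In a list of 35 genes for G1/S and replication, 34 were lower, with a median of -2.62, and 23 passed the threshold, or 33 when adjusted over the list alone. PCNA, which is also a target of p53, was the only higher member of that list and was chosen after its values were seen (log2 fold change 1.01, standard error 0.36, adjusted p = 0.117 from the same edgeR test). The adjusted p-values of edgeR's camera test over 10 lists, with a preset correlation between genes of 0.01, were 1.5e-44 for the p53 targets, 6.5e-160 for G2/M and 2.7e-36 for G1/S and replication. With fry in place of camera these were 0.00312, 0.00225 and 0.0228, and with the correlation estimated from the data they were 0.0582, 0.0491 and 0.147. Thus the p53 target and G2/M lists held at 0.01 under fry, and none of the lists did with the estimated correlation. Leaving out any library also leaves fewer libraries to estimate the spread, so a lost call need not mean that this library carried it. With each left out in turn, fewer genes of these lists passed the threshold. Of the p53 targets, 5 or 1 passed it without DMSO replicate 1 or 2, 15 or 10 without replicate 1 or 2 of 0.2 μM doxorubicin, and 11 without the 0.34 μM library. Of the G1/S and replication genes, 18 or 0, 4 or 2, and 6 passed it in the same order. Of the G2/M genes, 18 passed it without DMSO replicate 2. The directions held, since the medians over the libraries left out in turn stayed between 1.70 and 1.91, between -3.96 and -3.56 and between -2.85 and -1.99. The median of the G1/S and replication list differed by 0.89 on the log2 scale between the DMSO libraries. From the rise of stress-response genes and the fall of cell cycle genes, the paper proposes that the duration and the concentrations of the treatment were sufficient for the response of the cells.

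**Figure D1:**
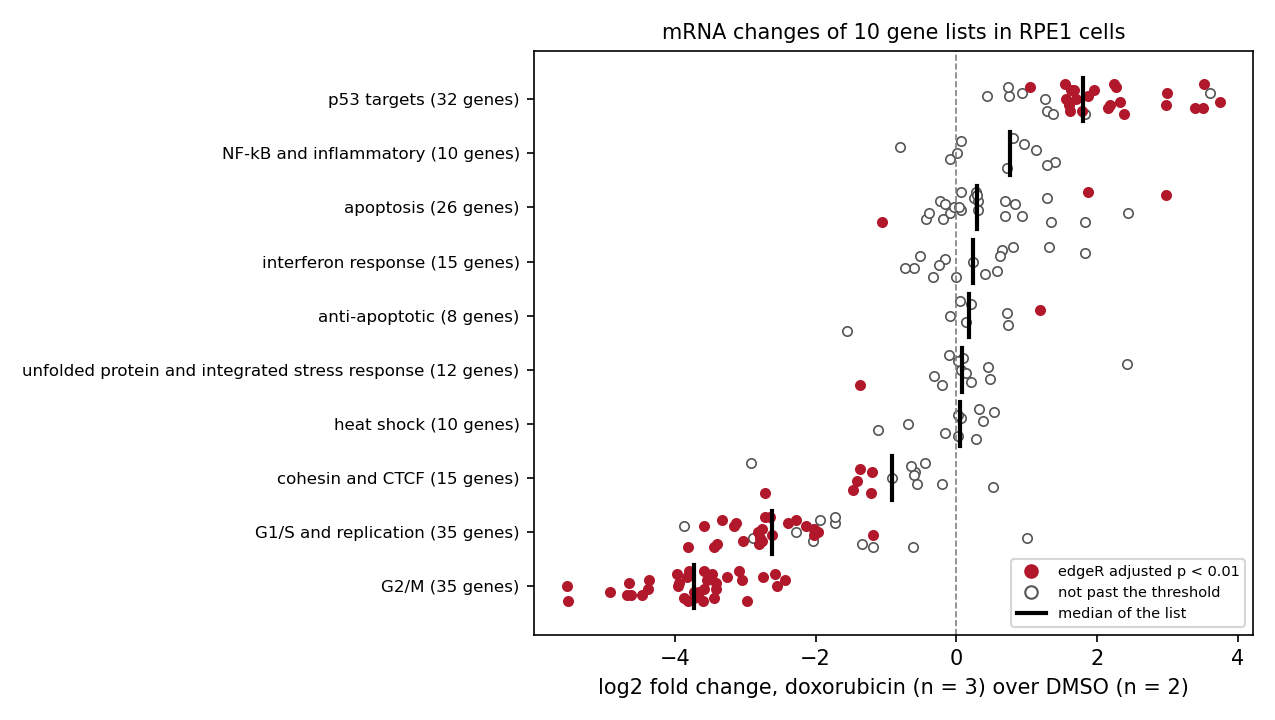
Log2 fold change of each gene of 10 lists, doxorubicin (n = 3 libraries) over DMSO (n = 2). Each point is 1 gene, filled where edgeR's adjusted p was under 0.01, and the bar is the median of the list. The G2/M genes lie between -5.53 and -2.44, and the p53 targets between 0.43 and 3.75.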

Next, we generated and compared Hi-C maps of the treated and control cells (Figure S1b–e). The Hi-C maps of both control and doxorubicin-treated cells had typical structural features, such as TADs, boundaries, and compartments (Figure S1b–d). First, we analyzed whether there are whole-genome changes between Hi-C maps of the treated and control samples. We performed TAD-calling followed by pileup analysis of TADs and did not observe differences between the samples (Figure S1c). The aggregated analysis of compartments (Figure S1d) showed that in the doxorubicin-treated samples, the A and B compartments are present and are as well defined, as in control cells (Figure S1d). However, we observed a reproducible whole-genome difference in the distance decay of the Hi-C contacts (Figure S1e). Doxorubicin-treated cells demonstrated an increase in chromatin interactions at a distance of 1 Mb and a decrease at the distance of 10 Mb compared to the control (Figure S1e). Overall, these data suggest that the genome-wide chromatin structure is mostly intact after doxorubicin treatment, but the chromatin compaction changes.

Next, we searched for local changes on the Hi-C maps by pairwise comparison of the treated and control chromosomes (Figure 1c). To perform the comparison, we divided Hi-C maps of the treated samples by control map, resulting in differential maps for all chromosomes. On the differential map, we observed a clear reduction in the local Hi-C contacts upon treatment at many loci close to the main diagonal (Figure 1c). This observation indicates that anticancer treatment can affect the structure of the chromatin locally.

We hypothesized that decreased interactions can be the result of the lower coverage of the Hi-C map in these genomic regions. To verify this, we calculated and compared the coverage of the control and doxorubicin-treated map (Figure S2). We did not observe differences in coverage for the regions with decreased interaction, neither for normalized nor for raw maps (Figure S2). These data suggest that the observed differences are not connected with sequencing issues but rather with the biological effect of doxorubicin.

We next assessed whether regions of decreased interactions colocalize with active promoters, since doxorubicin-induced DSBs and histone exchange accumulate there. We mapped differential Hi-C regions and compared these to the H3K4me3 ChIP-seq which marks active promoters (Figure 1c,d). Regions of decreased interactions usually covered genomic regions with clusters of many active promoters (Figure 1d). Hypergeometric testing demonstrated that the H3K4me3 peaks are significantly enriched in the regions of decreased interactions in comparison with the entire genome (*p*-value < 10^−16^) (Figure 1e). Peaks of H3K27ac demonstrated significant enrichment in these regions too (*p*-value < 10^−16^) (Figure 1f). Based on these observations, we suggest that the changes in the local chromatin architecture harbor active regulatory regions of the genome.

Next, we conducted a more detailed analysis of the structure of the altered regions. Firstly, through visual examination of the regions exhibiting decreased interactions, we observed that these interactions frequently occurred between TADs (Figure 2a). Secondly, we aimed to determine if the regions with decreased Hi-C interactions displayed similarities in chromatin structure, specifically, whether their positioning at the borders of chromatin domains was a genome-wide trend. To investigate the structural similarity of these areas, we performed a pileup analysis of the chromatin architecture within the altered regions (Figure 2b). We accumulated Hi-C contacts from all identified sites with decreased interactions, along with 1 MB flanking regions, in a single plot. If the chromatin structure of the regions were random, the pileup analysis would reveal no discernible pattern, as the structural domains would be averaged out. We would only observe an increase in interactions closer to the diagonal. However, as anticipated from our analysis of local regions (Figure 2a), the pileup analysis demonstrated a consistent structural pattern on average within the altered regions (Figure 2b). Specifically, we observed two TADs separated from each other, and doxorubicin treatment reduced interactions between these two domains (Figure 2b). Additionally, we identified smaller domains along the diagonal, likely corresponding to sub-TADs.

A comparison of the piled chromatin structures between the control and treatment conditions clearly revealed an overall increase in insulation between the two TADs in the treatment group. This allowed for a quantitative comparison of the insulation increase induced by the two concentrations of doxorubicin (Figure 2b). Notably, both physiologically relevant drug concentrations resulted in the exact same average increase in insulation.

Next, we addressed the relationship between the structure of the regions with decreased interactions and the clusters of active promoters. In one of the pioneering studies of the human genome architecture, it was shown that house-keeping genes are often located on the TAD’s boundaries [29]. Furthermore, a more recent investigation demonstrated that individual genes act as insulators, with active genes exhibiting stronger insulation compared to inactive genes [30]. Given our observation that regions with decreased interactions surround clusters of active promoters, we hypothesized that transcriptional activity contributes to the structure of doxorubicin-sensitive regions. To verify this hypothesis, we initially focused on the chromatin architecture surrounding all active genes in the RPE1 cell line (Figure 2c, top). Our analysis confirmed a previously observed phenomenon in a distinct experimental system: transcribed genes tended to be located preferentially at the boundaries of TADs (Figure 2c, top). Subsequently, we examined whether treatment with doxorubicin altered the insulation properties of these boundaries (Figure 2c, middle and bottom). We showed that doxorubicin reproducibly increased insulation around active genes (Figure 2c). Consequently, we conclude that doxorubicin impacts the chromatin structure surrounding active genes in general. When these active genes form clusters, the resultant changes accumulate locally, and we observe these genomic locations as regions with decreased interactions. Considering that normally transcribed genes themselves possess insulation properties and tend to be situated at TAD boundaries, we discern a repetitive structural pattern within the regions exhibiting decreased interactions.

Next, we tested whether the changes in the Hi-C contacts are independent of cell cycle arrest and are rather explained by the DSBs and histone exchange. We treated cells with ICRF193—a catalytic inhibitor of Top2 [31], which leads to Top2-dependent cell cycle arrest, similar to doxorubicin. After 18 h of treatment, two different concentrations of ICRF193 (5 μM and 0.5 μM) led to the same significant increase in the cells in the G2/M stages of the cell cycle and almost complete depletion of the cells in the G1 stage of the cell cycle (Figure 3a). These data indicate that ICRF193 efficiently leads to TOP2-dependent cell cycle arrest in our experimental system.

We performed Hi-C on ICRF193-treated cells and compared them with the control. Importantly, decreased interactions did not appear in the ICRF193-treated sample, indicating that they are independent of Top2 inhibition and cell cycle arrest (Figure 3b).

Interestingly, treatment with ICRF193 led to the same change in the distance decay of Hi-C contacts as doxorubicin (Figure 3c and Figure S1e). The result appeared reproducible with two different concentrations of ICRF193 (Figure 3c). That means that the change in general chromatin compaction is a result of Top2-inhibition or Top2-dependent cell cycle arrest (Figure 3c). Our data indicate that both catalytic inhibition of Top2 by ICRF193 and indirect inhibition of Top2 by doxorubicin lead to the change of the distance decay of Hi-C contacts. Therefore, we speculate that Top2 inhibitors in general change the chromatin compaction state of cycling cells.

Next, to test if the regions with decreased interactions are enriched for differentially expressed genes, we performed RNA-seq for the control and doxorubicin-treated cells (Figure 3d–f). 

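Between the 3 doxorubicin and the 2 DMSO libraries, 571 genes passed the threshold, of which 183 were higher and 388 were lower after doxorubicin. In these 571 genes, the doxorubicin libraries did not overlap with the DMSO libraries, as in 47.7% of all genes tested, where chance gives 20%. DESeq2 on the same groups called 2026 genes, 916 higher and 1110 lower, and included all 571. Leaving out any of the libraries, which also leaves fewer to estimate the spread, lowered the count. It was 215 without DMSO replicate 1 and 49 without DMSO replicate 2, of which 2 were higher and 47 lower. It was 207 and 183 without replicate 1 or 2 of 0.2 μM doxorubicin and 178 without the 0.34 μM library. The largest falls were those of PLK1, KIF20A, TMEM71, CENPA and NEK2. PLK1 (chromosome 16 of GRCh38, 23678889 to 23690367), which overlaps ERN2, fell from 199 ± 12.7 CPM (SD, n = 2) to 4.29 ± 0.408 (SD, n = 3). Its log2 fold change was -5.53 (standard error 0.16, adjusted p = 0.000136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and remained between -5.62 and -5.45 with each library left out in turn. KIF20A, which overlaps CDC23, had a log2 fold change of -5.52 (standard error 0.21, adjusted p = 0.000322 from the same edgeR test). TMEM71, which overlaps PHF20L1, CENPA and NEK2, which overlaps FDPSP8, had log2 fold changes of -5.30, -4.92 and -4.69. The largest rises were those of HES2, PRODH, SULF2, FLG-AS1 and LINC01164, which had between 1 and 3 counts in the DMSO libraries together. HES2 had 1 count in DMSO and 135, 136 and 366 in doxorubicin, a ratio of 382 after normalization (95% counting interval 68.4 to 15126). For PRODH the ratio was 288 (98.5 to 1400), for SULF2 140 (47.7 to 680), for FLG-AS1 129 (35.4 to 1067) and for LINC01164 122 (33.7 to 1015), and these exact intervals cover counting error only. FLG-AS1 overlaps HRNR, FLG and FLG2, and PRODH and SULF2 overlap other annotated genes, so their counts are uncertain. None of these 5 rises passed the threshold without DMSO replicate 1 or without DMSO replicate 2, and with limma voom only that of HES2 did. TOP2A (chromosome 17, 40388525 to 40417896) fell with a log2 fold change of -2.75 (standard error 0.17, adjusted p = 0.0007 from the same edgeR test). TOP2B had a log2 fold change of -0.73 (standard error 0.16) and an adjusted p of 0.0312 from the same edgeR test, which did not pass the threshold. It passed with DESeq2 (adjusted p = 0.00109), and over the alternatives in edgeR, DESeq2 and limma voom the adjusted p was between 0.00109 and 0.170. The authors' deposited table lists 914 genes with an adjusted p-value under 0.01, 548 with a positive and 366 with a negative fold change. Its fold changes are DMSO over doxorubicin: PLK1, which fell, is listed in the authors' deposited table at 5.47. The 914 genes and their fold changes were obtained with DESeq2 from the comparison of DMSO with the 0.2 μM libraries in a fit of 3 conditions, with a largest difference of 3.0e-05 on the log2 scale. Of the 571 genes, 569 are among the 914.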

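The share of genes that were differentially expressed depended on the genes counted. Of the 26485 genes for which counts were deposited, 2.16% were called by edgeR (95% exact binomial interval 1.98% to 2.34%). The share was 2.76% of the 20717 genes with at least 1 count and 4.02% of the genes tested. With DESeq2 on the same groups, 7.65% of all genes were called. The share was lowest among the least expressed genes. When the genes tested were divided by mean CPM into 3 equal parts, the share was 1.69% (1.34% to 2.10%) in the lowest part, 5.29% (4.67% to 5.96%) in the middle part and 5.10% (4.49% to 5.76%) in the highest part. The intervals treat genes as independent. The Hi-C regions with decreased interactions were not analysed here.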

We observed no enrichment of differentially expressed genes at the regions with decreased interactions (Figure 3f). 

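In a list of 30 apoptotic genes, 26 were tested, of which 18 were higher and 8 lower after doxorubicin. The median log2 fold change was 0.29, with an adjusted p of 0.00214 from edgeR's camera test, 0.0133 with fry and 0.110 with the correlation between genes estimated. Over all genes tested, 3 members passed the threshold, and 7 did when adjusted over the list alone. DESeq2 on the same groups called 8 members over all genes, 7 higher and 1 lower. The 3 in edgeR were BBC3, TNFRSF10B and CASP2, the last 2 named after their values were seen. BBC3 rose from 4.36 ± 1.15 CPM (SD, n = 2) to 34.3 ± 6.86 (SD, n = 3), a log2 fold change of 2.98 (standard error 0.28, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TNFRSF10B rose with a log2 fold change of 1.87 and CASP2 fell with one of -1.05. FAS had a log2 fold change of 1.29 (adjusted p = 0.0111 from the same edgeR test) and BAX one of 0.94 (adjusted p = 0.0120 from the same edgeR test), so that both lay just outside the threshold, which both passed with DESeq2. With the 5 members that are also in the p53 target list left out, the median was 0.072 over 21 genes (adjusted p = 0.382 from camera). The 21 genes were not checked for further targets of p53. Without DMSO replicate 1 the median was 0.25, the adjusted p from camera 0.0170 and no member passed the threshold. No member passed it without DMSO replicate 2 either. Among genes of cell cycle progression, CCNB1 fell from 123 ± 56.2 CPM (SD, n = 2) to 8.48 ± 2.69 (SD, n = 3), a log2 fold change of -3.87 (standard error 0.36, adjusted p = 0.00181 from the same edgeR test). CDK1 had a log2 fold change of -2.44 (standard error 0.29, adjusted p = 0.00402 from the same edgeR test). RRM2 had one of -3.13 (standard error 0.45, adjusted p = 0.00782 from the same edgeR test) and E2F1 one of -2.62 (standard error 0.37, adjusted p = 0.00772 from the same edgeR test). MCM2, with 1350 and 3331 counts in the DMSO libraries, had a log2 fold change of -2.27 and lay just outside the threshold (standard error 0.36, adjusted p = 0.0108 from the same edgeR test), which it passed with DESeq2. With each library left out in turn, the fall of CCNB1 stayed between -4.28 and -3.33 and that of MCM2 between -2.80 and -1.47. The calls of CCNB1, CDK1, RRM2, E2F1 and BBC3 were each lost in at least 1 of these fits, with adjusted p-values of up to 0.0133, 0.0255, 0.0372, 0.0281 and 0.0149 from the same edgeR test.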

Gene ontology analysis showed up-regulation of apoptotic genes and downregulation of the genes responsible for cell cycle progression in treated samples (Table S1). These results indicate that the decreased genome interactions around active regulatory regions are independent of differential gene expression in these regions. Meanwhile, the differential expression could be explained by the stress response in the cells treated with doxorubicin.

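Together, 8 lists for the cell cycle and for stress and inflammatory responses held 83 of the 571 differentially expressed genes (14.5%). The p53 targets made up 12.6% of the genes that were higher, and the cell cycle lists made up 14.9% of the genes that were lower. These shares are of the edgeR calls and were smaller with DESeq2 on the same groups. There, 30 p53 targets were among 916 higher genes. Of the 1110 lower genes, 35 were in the G2/M list and 33 in the G1/S and replication list. For other kinds of stress response no list passed camera at 0.01. The heat shock list (10 genes tested) had a median log2 fold change of 0.049, with 0 genes past the threshold in edgeR and 1 in DESeq2. The list for the unfolded protein and integrated stress response (12 genes) had a median of 0.086, and ASNS, chosen after its values were seen, was the only member to pass the threshold in edgeR, with a log2 fold change of -1.38. In DESeq2, 1 higher and 1 lower member passed. The interferon response list (15 genes) had a median of 0.23 and the NF-kB and inflammatory list (10 genes) one of 0.76, with 0 genes past the threshold in edgeR, and 3 and 1 in DESeq2. When adjusted over the list alone, 0 heat shock, 2 unfolded protein, 3 interferon, 0 NF-kB and 2 anti-apoptotic genes passed. The adjusted p-values of these lists from edgeR's camera test were 0.903, 0.887, 0.250 and 0.176. The anti-apoptotic list (8 genes) had a median of 0.18 and a camera adjusted p of 0.360. Its member BCL2L1, also chosen after its values were seen, rose with a log2 fold change of 1.19 and was the only one past the threshold in edgeR. In DESeq2, 1 higher and 1 lower member passed. The lists are short and hold only well-known members, so that the genes outside them were not assigned to a response.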

Furthermore, we investigate what other chromatin changes are occurring upon genotoxic drug treatment. We performed ChIP-seq for CTCF and RAD21 under the same experimental conditions and compared their binding between treated samples and control cells (Figure 4a,b, Table S2). We detected differential binding of CTCF in the doxorubicin-treated cells but not in ICRF193-treated cells (Table S2). Of the differential CTCF peaks, 89% corresponded to increased binding in treatment (Figure 4b,c, Table S2). Meanwhile, for RAD21 we did not detect differential peaks with the chosen threshold (FDR < 0.05) in any of the samples (Table S2). Next, we checked whether the differential CTCF peaks are overrepresented in active regulatory regions marked by H3K27 acetylation. We performed a hypergeometric test and showed significant enrichment of differential CTCF in H3K27ac regions compared to the whole genome (Figure 4d). This means that in doxorubicin-treated cells, some CTCF binding sites inside active regulatory regions become accessible/more accessible to the factor.

Next, we evaluated if increased CTCF binding can contribute to the chromatin structure changes after doxorubicin treatment. We aligned the coordinates of the differential CTCF peaks with differential Hi-C regions (Figure 4c,e). We observed that sometimes regions with decreased interactions contain a differential CTCF peak (Figure 4e), including de-novo appeared peaks (Figure 4c). However, many regions with decreased Hi-C contacts did not overlap with the differential CTCF sites (Figure 4e). Therefore, we speculated that increased CTCF binding is not necessary for the appearance of decreased Hi-C contacts but can facilitate it, if present.

Finally, we evaluated this assumption and checked if increased CTCF binding can contribute to the changes in chromatin structure. We performed a pileup analysis of the chromatin architecture, surrounding differential CTCF peaks. To do that we took coordinates of all the CTCF peaks overrepresented in treatment, added 1 Mb of flanking regions from both sides, and averaged Hi-C contacts for all such regions on one plot (Figure 4f). Interestingly, the pileup analysis of the control Hi-C showed that new CTCF peaks appear at the pre-existing strong boundaries (Figure 4f, top). Doxorubicin treatment led to a slight but reproducible increase in the insulation in these boundaries (Figure 4f, bottom). Therefore, we conclude that increased CTCF binding contributes to the changes in chromatin structure after doxorubicin treatment.

Finally, our objective was to investigate the mechanistic factors contributing to the emergence of regions with decreased interactions. We focused on two key observations: (i) regions exhibiting decreased interactions were found surrounding active promoters marked by H3K27ac (Figure 1d–f), and (ii) doxorubicin induces DNA double-strand breaks (DSBs) in the vicinity of active promoters [6]. Previous studies have demonstrated that DSBs occurring at transcribed genes are repaired at a faster rate, suggesting a process known as transcription-coupled DNA double-strand break repair [32]. It is noteworthy that both RNA polymerase II and DSBs can influence the distribution of cohesin complexes in their proximity [5,30,33]. Therefore, we aimed to investigate whether the distribution of cohesin within regions displaying decreased interactions would undergo changes (Figure 5a and Figure S3).

To address this, we plotted the RAD21 signal around the H3K27ac peaks within the regions exhibiting decreased interactions, and interestingly, we observed a broader distribution of the RAD21 signal around these sites (Figure 5a). This result was consistent across the differential regions identified from the differential Hi-C maps for both concentrations of doxorubicin. Notably, a higher concentration of the drug resulted in a slightly more pronounced redistribution of RAD21 at these sites (Figure 5a and Figure S3). Consequently, in our experimental system, doxorubicin treatment did not induce the appearance of significantly differential RAD21 peaks, but it did lead to the redistribution of the RAD21 signal around active and acetylated sites.

## 4. Discussion

Here, we investigated the effects of the physiological concentrations of the anticancer genotoxic drug doxorubicin on the chromatin structure. We showed that treatment of human cells with doxorubicin leads to the appearance of local areas of reduced Hi-C contacts around active promoters.

An increasing body of evidence supports the role of cohesin in maintaining genome integrity [5,34,35]. For instance, cohesin is necessary to suppress transcription at DNA DSBs during interphase [34]. Cohesin accumulates at sites of damaged DNA [36]. Moreover, cohesin is involved in sister chromatid cohesion during homologous recombination at DSBs in S/G2 phase cells [37]. Mechanistically, cohesin accumulates on both sides of a DSB, regardless of the repair pathway used, resulting in one-sided loop extrusion that extends towards the surrounding regions on both sides of the break [5]. Consistent with these findings, we observed a broader distribution of cohesin around active regulatory elements marked by H3K27ac following doxorubicin treatment. Instead of detecting differential peaks for cohesin, we observed an expanded range for the ChIP-seq signal around these sites. This outcome was expected, as we did not induce local breaks but rather studied randomly positioned breaks, which tend to occur preferentially around active promoters. We propose that the accumulation and redistribution of cohesin contribute to increased insulation within these regions after doxorubicin treatment.

Based on the presented data and existing literature, we propose a model for the formation of regions with decreased interactions following doxorubicin treatment (Figure 5b). The barrier function of RNA polymerase contributes to the accumulation of cohesin at active promoters [30]. Doxorubicin treatment induces DNA double-strand breaks (DSBs), which disrupt transcription and result in the accumulation and redistribution of cohesin (Figure 5a) through at least two pathways: (i) RNA polymerase dependent [30] and (ii) DSBs dependent [5]. This leads to increased insulation surrounding active genes in general (Figure 2c). In cases where active genes cluster together, the increase in insulation is accumulated around each active promoter, leading to distinct changes in insulation that are visually apparent on Hi-C maps at the local level (Figure 1c, Figure 2a, and Figure 5b).

Notably, when local DSBs were studied using Hi-C, the broken regions had increased genomic interactions in comparison with the control [5], while we see the decrease in Hi-C contacts, but on a larger scale (Figure 2a,b). The difference most likely comes from the fact that upon doxorubicin treatment many DSBs accumulate around many active promoters, and they are being repaired. Therefore, under our conditions, it is impossible to dissect a change in chromatin structure caused by a single break. We rather detect a general trend, resulting from the accumulation of DNA damage and increased histone turnover, reflecting the situation in the cells of the patients.

Our data indicate differential binding of CTCF in active regulatory regions of the genome after doxorubicin treatment. Interestingly, CTCF directly binds DNA and is a nucleosome-dependent factor [38], while RAD21 is part of the cohesin complex, which is expected to be nucleosome independent. Based on this, we speculate that the increase in CTCF binding in doxorubicin-treated samples could be the result of nucleosome destabilization around active regulatory regions of the genome [7]. Both CTCF and RAD21 form ChIP-seq peaks on TADs boundaries. Their activity is tightly linked in the loop extrusion model, according to which an ATP-dependent motor cohesin gradually enlarges chromatin loops until it reaches boundaries marked by CTCF [39]. We suggest, as a consequence of nucleosome destabilization, CTCF can bind in the vicinity of active regulatory regions. That would facilitate chromatin rearrangement and compaction, making boundaries stronger (Figure 4f).

An alternative explanation for the observed differential CTCF binding could be attributed to the role of DNA methylation. DNA methylation has been shown to interfere with CTCF binding [40]. Experimental studies involving targeted de novo methylation of a CTCF loop anchor site using dCas9-Dnmt3a have demonstrated blocked CTCF binding and disrupted DNA looping, resulting in altered gene expression [40]. Furthermore, DNA methylation has been found to co-occur with H3K27ac in bivalent regulatory regions [41]. Thus, it is plausible that doxorubicin treatment may impair DNA methylation, leading to increased CTCF binding. Further investigations are needed to elucidate the precise mechanisms underlying the relationship between doxorubicin, DNA methylation and/or nucleosome stability, and CTCF binding, which will enhance our understanding of the impact of doxorubicin on chromatin dynamics and gene regulation.

Interestingly, our analysis reveals that the chromatin architecture of regions with decreased interactions is not random. Frequently, doxorubicin treatment leads to a reduction in genomic contacts between two large domains containing subdomains (Figure 2a,b). We attribute this observation to the preferential positioning of active genes on the boundaries of TADs in RPE1 cells, as well as in other previously studied cell lines [29,30]. This finding suggests that specific chromatin structures may be more susceptible to the effects of doxorubicin and possibly other genotoxic drugs. It is known that loop boundaries represent more fragile genomic regions [42]. Expanding on this knowledge, our results demonstrate that boundaries with clusters of active genes undergo the most significant spatial reorganization following doxorubicin treatment.

Previously, the Top2-inhibiting drug CBL0137 was shown to alter the chromatin architecture [43]. In contrast to the effects shown here, CBL0137 weakened the boundaries, increasing contacts between different TADs [43]. In particular, CBL0137 is a DNA intercalator as well as doxorubicin and all other curaxins and anthracyclines [44]. These data suggest that treatments with DNA intercalators tend to cause changes in the 3D chromatin structure, affecting genomic contacts and interactions of certain proteins with DNA. And the specificity of the change depends on the type of the intercalator.

Anthracyclines, such as doxorubicin, are widely utilized and effective anticancer drugs in the treatment of various solid tumors and hematologic malignancies [45]. The changes in genome architecture demonstrated in this study could potentially represent a common side effect of anticancer drug treatments. It is worth noting that cohesin subunits are frequently mutated in cancer [5]. For instance, there are known cancer-associated mutations in the SA2 subunit, which impair its ability to repress transcription at DSBs while still supporting sister chromatid cohesion [5]. The presence of mutated cohesin, along with a favorable chromatin structure for its accumulation, may create a positive feedback loop that promotes the accumulation of mutations in these hotspots. Therefore, in the future, it would be significant to understand how the changes in chromatin architecture contribute to the therapeutic effects and side effects of chemotherapy.

## Figures and Tables

**Figure 1:**
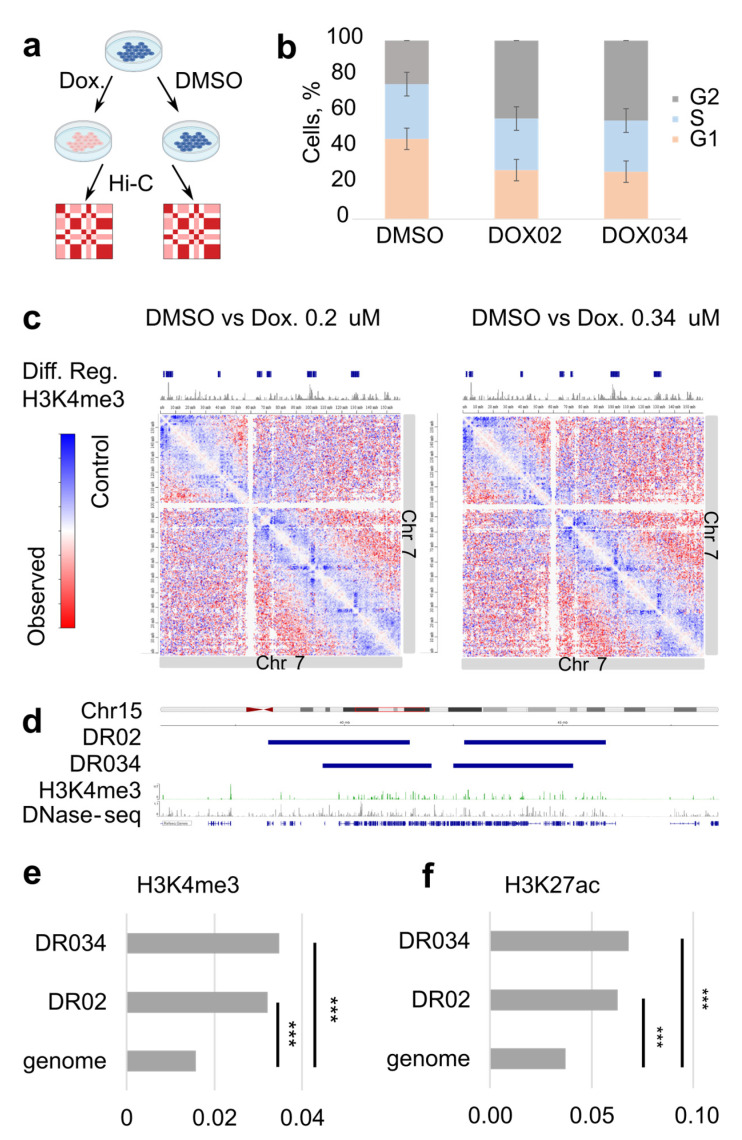
Doxorubicin-induced changes in the local chromatin architecture. (**a**) Overview of the Hi-C experiment. (**b**) Quantification of the cells in different cell cycle stages after 18 h of treatment; control (DMSO) and doxorubicin treatment (DOX02 and DOX034). (**c**) Differential Hi-C maps are shown, where a map of the treated cells is divided by the control map. On the top, H3K4me3 tracks are colored gray, marking active promoters. Differential Hi-C regions (Diff.reg.), called from the maps, are shown in dark blue. (**d**) Differential Hi-C regions appear in genomic regions with multiple active promoters next to each other. DR02 are the differential regions between control and cells treated with 200 nM of doxorubicin. DR034 are the differential regions between control and cells treated with 340 nM of doxorubicin. (**e**) H3K4me3 peaks are significantly overrepresented in differential Hi-C regions, which appear both after treatment with 0.34 uM doxorubicin (DR034) and 0.2 uM doxorubicin (DR02). *** indicates significant difference in hypergeometric test (*p*-value < 10^−16^) (**f**) H3K27ac peaks are significantly overrepresented in differential Hi-C regions, both after treatment with 0.34 uM doxorubicin (DR034) and 0.2 uM doxorubicin (DR02). *** indicates significant difference in hypergeometric test (*p*-value < 10^−16^).

**Figure 2:**
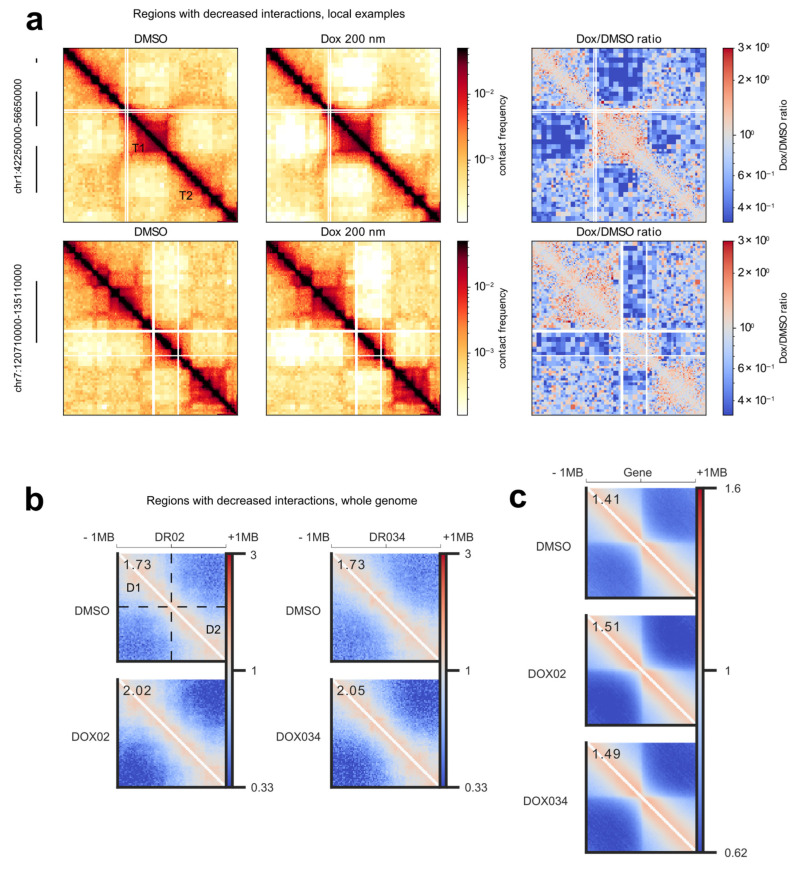
Structural features of the regions with decreased interactions. (**a**) Examples of the zooms of the differential regions (left). The called regions are shown on the left side with black lines. Differential Hi-C maps are shown, where a map of cells treated with 200 nM of doxorubicin is divided by the control map (right). T1 and T2 mark examples of TADs between which interactions are decreased. (**b**) Pileup analysis of the regions with decreased interactions. Treatment with 0.34 μM doxorubicin is marked as DOX034 and 0.2 μM doxorubicin as DOX02. The relative insulation strength is shown in the upper left corner of the plots. The color range corresponds to the observed/expected contact frequency. D1 and D2 mark the averaged chromatin domains, between which interactions are decreased. (**c**) Pileup analysis of the chromatin structure around active genes in RPE1 cells. Active genes are often within the boundaries of TADs, and doxorubicin treatment increases the insulation of the corresponding boundary. Relative insulation strength is shown in the left top corner of the plots. Treatment with 0.34 μM doxorubicin is marked as DOX034 and 0.2 μM doxorubicin as DOX02. Color range corresponds to the observed/expected contact frequency.

**Figure 3:**
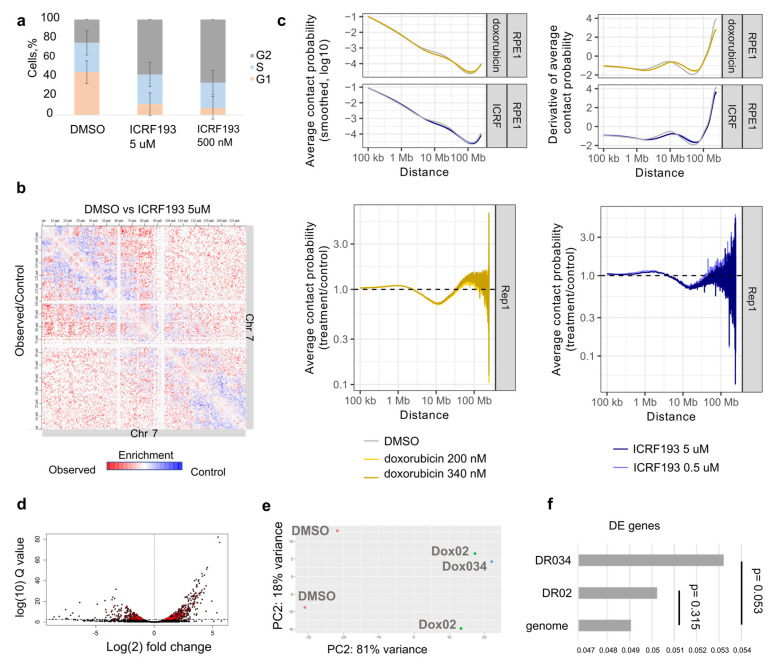
Top2 inhibition changes the chromatin compaction of cycling cells. (**a**) Quantification of the cells in different cell cycle stages after 18 h of treatment; control (DMSO) and ICRF193 treatment. (**b**) Differential Hi-C map, where a map of the treated cells (ICRF193) is divided by the control map (DMSO). (**c**) Distance decay plots of the Hi-C contacts of cells treated either with doxorubicin or with ICRF193, contrasted to the control. (**d**) Differential gene expression between doxorubicin-treated and DMSO-treated cells, volcano plot. (**e**) PCA plot showing the sample variance between treated and control cells. Two replicates for Dox02 (doxorubicin 0.2 μM) were joined with one replicate for Dox034 (doxorubicin 0.34 μM). Dox34 has a similar expression pattern to Dox02 samples. (**f**) The differentially expressed genes are not overrepresented in the differential Hi-C regions, which appear after the treatment with 0.34 μM doxorubicin (DR034) or 0.2 μM doxorubicin (DR02).

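Between the 0.34 μM library and the 0.2 μM libraries, edgeR called 0 genes at an adjusted p under 0.01, with 22 genes at an unadjusted p under 0.05, where chance gives 709 of the 14187 tested. DESeq2 also called 0 genes, with 33 at an unadjusted p under 0.05, and limma voom called 0. The p-values were thus larger than chance gives, and the count of 0 does not show that the doses were alike. The spread in this test comes from the DMSO pair and the 0.2 μM pair. In a chi-square of the counts, the 0.34 μM library differed from replicate 1 of 0.2 μM by 9.01 per degree of freedom and from replicate 2 by 74.1, against 75.3 within the 0.2 μM pair. The genes with the smallest p were CLSPN, LOC101927919 and ZP1, none of which passed the threshold. CLSPN had 181 and 247 counts at 0.2 μM and 127 in the deeper library at 0.34 μM, a log2 difference of -1.30 (unadjusted p = 0.0104 from edgeR's model fitted over all genes). LOC101927919 had 4 and 9 counts against 0, and ZP1 had 13 and 6 against 68. Across genes, the log2 changes from DMSO at the 2 doses correlated with a Pearson's r of 0.925, where genes are not independent replicates and both doses share the DMSO libraries. Simulated unchanged groups against the same DMSO libraries gave a median r of 0.409 and a highest r of 0.440 in 20 simulations. Simulated groups with an equal response at both doses gave a median r of 0.829, below the observed value. The simulated libraries vary independently, while the difference of the 0.34 μM library from the 0.2 μM mean correlated across genes with that of replicate 1 from replicate 2 of 0.2 μM (r = 0.630), so the simulations do not describe these libraries in full. The median absolute log2 difference between the 0.34 μM library and the 0.2 μM libraries was 0.113 and 0.276, against 0.293 between the 0.2 μM libraries.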

**Figure 4:**
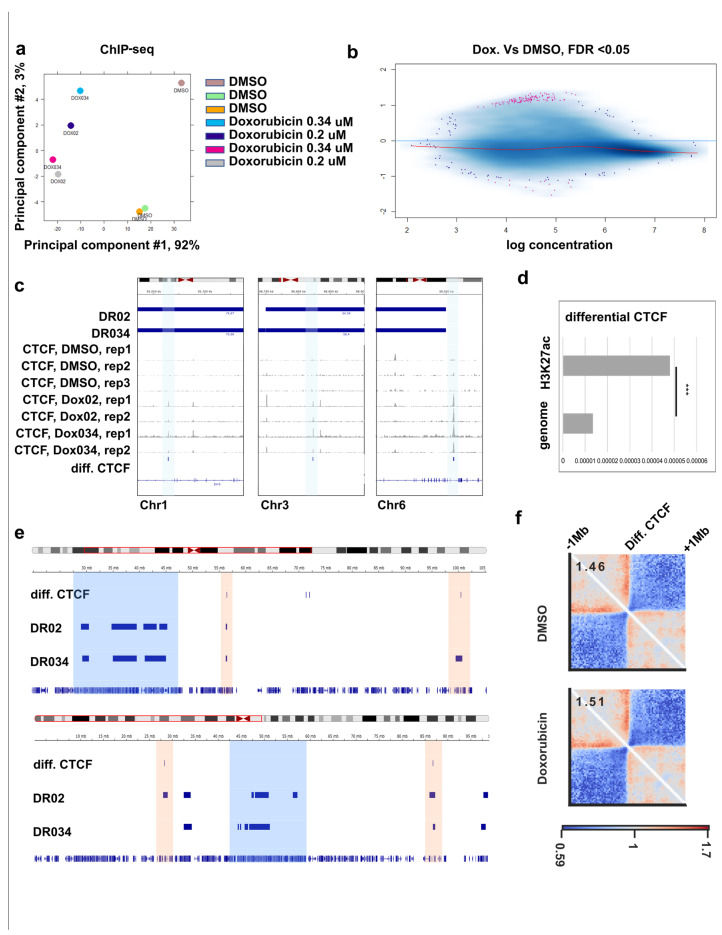
ChIP-seq for CTCF and RAD21 in the RPE1 cell line, treated with DMSO, doxorubicin, or ICRF193. (**a**) Differential CTCF binding: PCA plot. (**b**) Differential CTCF binging, scatter plot. Significantly different peaks are shown in pink. Increased binding is visible on the top. (**c**) Genomic tracks for CTCF binding in control and treatment. Examples of the differential CTCF peaks are marked with blue vertical areas. Differential Hi-C regions are shown on the top: treatment with 0.34 μM doxorubicin (DR034) and 0.2 μM doxorubicin (DR02). (**d**) Hypergeometric testing of differential CTCF binding in regions with H3K27ac vs the whole genome. *** indicates significant difference in hypergeometric test (*p*-value < 10^−16^). (**e**) Genomic tracks for differential CTCF peaks and differential Hi-C regions (DR034 and DR02). Differential Hi-C regions, which contain differential CTCF peaks, are marked with red vertical areas. And those which do not contain differential CTCF peaks are marked with blue vertical areas. (**f**) Pileup analysis of the chromatin architecture, surrounding CTCF peaks overrepresented in treatment. Coordinates of all differential CTCF peaks are aligned and chromatin structure on the distance ±1 Mb from the peak is piled up and plotted. Relative insulation strength is shown in the left top corner.

**Figure 5:**
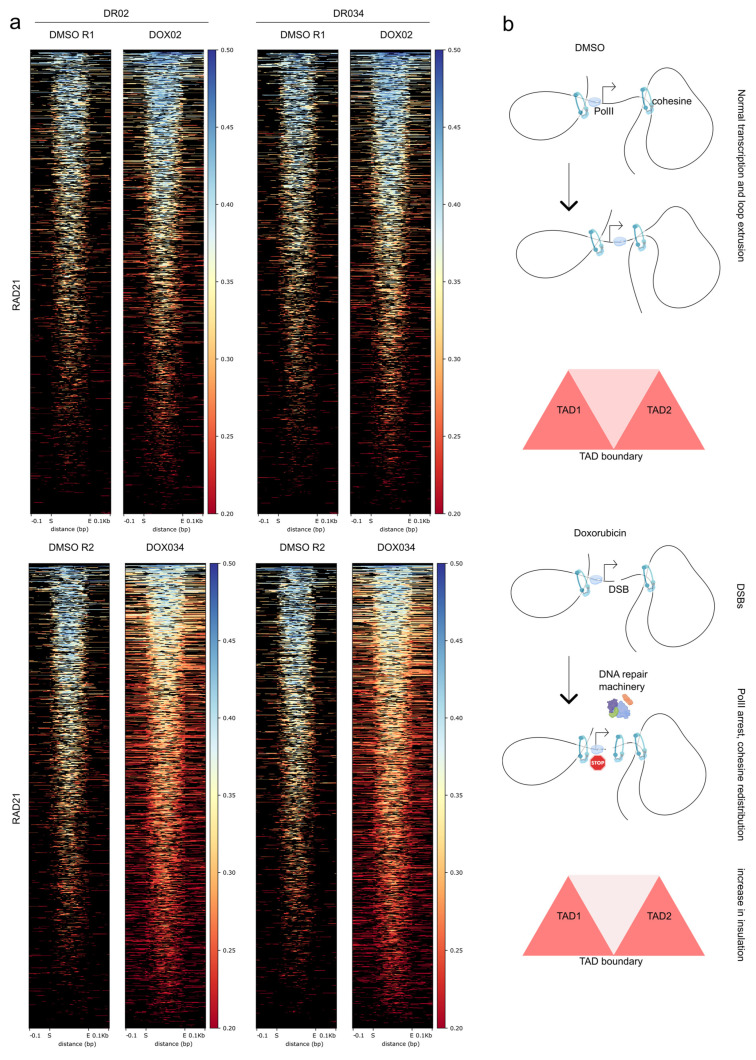
RAD21 is redistributed around the H3K27ac peaks in the regions with decreased interactions. (**a**) Heat maps for the RAD21 signal around the H3K27ac peaks. The results for two replicates of the control samples (DMSO) and two concentrations of doxorubicin are shown (DOX02 and DOX034). DR02 are the differential regions called from the Hi-C between the control and cells treated with 200 nM of doxorubicin. DR034 are the differential regions between the control and cells treated with 340 nM of doxorubicin. On the X axes, “S” is a start coordinate of the H3K27ac peak and “E” is an end coordinate of the H3K27ac peak. (**b**) A possible model of the doxorubicin-driven increase in insulation.

## Data Availability

Hi-C, ChIP-seq and RNA-seq data generated here are available under GEO accession number GSE215325.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12152001/s1, Figure S1: Whole-genome Hi-C analysis of the doxorubicin-treated cells; Figure S2: Hi-Coverage of the regions with decreased interactions is unchanged in doxorubicin-treated sample; Figure S3: Relative RAD21 abundance around H3K27ac peaks; Table S1: The gene ontology shows that differential expression can be explained by the stress response and cell cycle inhibition; Table S2: Differential ChIP-seq peaks between doxorubicin-treated cells and control (DMSO) and ICRF193-treated cells and control.

## References

[1] Robson M.I., Ringel A.R., Mundlos S. (2019). Regulatory Landscaping: How Enhancer-Promoter Communication Is Sculpted in 3D. Mol. Cell.

[2] Helmsauer K., Valieva M.E., Ali S., Chamorro González R., Schöpflin R., Röefzaad C., Bei Y., Dorado Garcia H., Rodriguez-Fos E., Puiggròs M. (2020). Enhancer Hijacking Determines Extrachromosomal Circular MYCN Amplicon Architecture in Neuroblastoma. Nat. Commun..

[3] Melo U.S., Schöpflin R., Acuna-Hidalgo R., Mensah M.A., Fischer-Zirnsak B., Holtgrewe M., Klever M.-K., Türkmen S., Heinrich V., Pluym I.D. (2020). Hi-C Identifies Complex Genomic Rearrangements and TAD-Shuffling in Developmental Diseases. Am. J. Hum. Genet..

[4] Ochs F., Karemore G., Miron E., Brown J., Sedlackova H., Rask M.-B., Lampe M., Buckle V., Schermelleh L., Lukas J. (2019). Stabilization of Chromatin Topology Safeguards Genome Integrity. Nature.

[5] Arnould C., Rocher V., Finoux A.-L., Clouaire T., Li K., Zhou F., Caron P., Mangeot P.E., Ricci E.P., Mourad R. (2021). Loop Extrusion as a Mechanism for Formation of DNA Damage Repair Foci. Nature.

[6] Yang F., Kemp C.J., Henikoff S. (2015). Anthracyclines Induce Double-Strand DNA Breaks at Active Gene Promoters. Mutat. Res..

[7] Yang F., Kemp C.J., Henikoff S. (2013). Doxorubicin Enhances Nucleosome Turnover around Promoters. Curr. Biol. CB.

[8] Delgado J.L., Hsieh C.-M., Chan N.-L., Hiasa H. (2018). Topoisomerases as Anticancer Targets. Biochem. J..

[9] Clarke D.J., Vas A.C., Andrews C.A., Díaz-Martínez L.A., Giménez-Abián J.F. (2006). Topoisomerase II Checkpoints: Universal Mechanisms That Regulate Mitosis. Cell Cycle Georget. Tex.

[10] Lee J.H., Berger J.M. (2019). Cell Cycle-Dependent Control and Roles of DNA Topoisomerase II. Genes.

[11] Gothe H.J., Bouwman B.A.M., Gusmao E.G., Piccinno R., Petrosino G., Sayols S., Drechsel O., Minneker V., Josipovic N., Mizi A. (2019). Spatial Chromosome Folding and Active Transcription Drive DNA Fragility and Formation of Oncogenic MLL Translocations. Mol. Cell.

[12] Wang X., Yan J., Ye Z., Zhang Z., Wang S., Hao S., Shen B., Wei G. (2022). Reorganization of 3D Chromatin Architecture in Doxorubicin-Resistant Breast Cancer Cells. Front. Cell Dev. Biol..

[13] Gewirtz D.A. (1999). A Critical Evaluation of the Mechanisms of Action Proposed for the Antitumor Effects of the Anthracycline Antibiotics Adriamycin and Daunorubicin. Biochem. Pharmacol..

[14] Durand N.C., Shamim M.S., Machol I., Rao S.S.P., Huntley M.H., Lander E.S., Aiden E.L. (2016). Juicer Provides a One-Click System for Analyzing Loop-Resolution Hi-C Experiments. Cell Syst..

[15] Li H., Durbin R. (2010). Fast and Accurate Long-Read Alignment with Burrows-Wheeler Transform. Bioinform. Oxf. Engl..

[16] Shin H., Shi Y., Dai C., Tjong H., Gong K., Alber F., Zhou X.J. (2016). TopDom: An Efficient and Deterministic Method for Identifying Topological Domains in Genomes. Nucleic Acids Res..

[17] Rang F.J., de Luca K.L., de Vries S.S., Valdes-Quezada C., Boele E., Nguyen P.D., Guerreiro I., Sato Y., Kimura H., Bakkers J. (2022). Single-Cell Profiling of Transcriptome and Histone Modifications with EpiDamID. Mol. Cell.

[18] Kang H., Shokhirev M.N., Xu Z., Chandran S., Dixon J.R., Hetzer M.W. (2020). Dynamic Regulation of Histone Modifications and Long-Range Chromosomal Interactions during Postmitotic Transcriptional Reactivation. Genes Dev..

[19] Abdennur A., Abdennur N., Abraham S., Fudenberg G., Flyamer I.M., Galitsyna A.A., Goloborodko A., Imakaev M., Oksuz B.A., Venev S.V. (2022). Cooltools: Enabling High-Resolution Hi-C Analysis in Python. bioRxiv.

[20] Flyamer I.M., Illingworth R.S., Bickmore W.A. (2020). Coolpup.Py: Versatile Pile-up Analysis of Hi-C Data. Bioinforma. Oxf. Engl..

[21] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics.

[22] Liao Y., Smyth G.K., Shi W. (2019). The R Package Rsubread Is Easier, Faster, Cheaper and Better for Alignment and Quantification of RNA Sequencing Reads. Nucleic Acids Res..

[23] Love M.I., Huber W., Anders S. (2014). Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2. Genome Biol..

[24] Mi H., Muruganujan A., Thomas P.D. (2013). PANTHER in 2013: Modeling the Evolution of Gene Function, and Other Gene Attributes, in the Context of Phylogenetic Trees. Nucleic Acids Res..

[25] Mistry M. Peak Calling with MACS2. https://hbctraining.github.io/Intro-to-ChIPseq/lessons/05_peak_calling_macs.html.

[26] Stark R., Brown G. (2022). DiffBind: Differential Binding Analysis of ChIP-Seq Peak Data.

[27] Ramírez F., Dündar F., Diehl S., Grüning B.A., Manke T. (2014). DeepTools: A Flexible Platform for Exploring Deep-Sequencing Data. Nucleic Acids Res..

[28] Arcy N.D., Gabrielli B. (2017). Topoisomerase II Inhibitors and Poisons, and the Influence of Cell Cycle Checkpoints. Curr. Med. Chem..

[29] Dixon J.R., Selvaraj S., Yue F., Kim A., Li Y., Shen Y., Hu M., Liu J.S., Ren B. (2012). Topological Domains in Mammalian Genomes Identified by Analysis of Chromatin Interactions. Nature.

[30] Banigan E.J., Tang W., van den Berg A.A., Stocsits R.R., Wutz G., Brandão H.B., Busslinger G.A., Peters J.-M., Mirny L.A. (2023). Transcription Shapes 3D Chromatin Organization by Interacting with Loop Extrusion. Proc. Natl. Acad. Sci. USA.

[31] Li H., Xie N., Gleave M.E., Dong X. (2015). Catalytic Inhibitors of DNA Topoisomerase II Suppress the Androgen Receptor Signaling and Prostate Cancer Progression. Oncotarget.

[32] Guha S., Bhaumik S.R. (2022). Transcription-Coupled DNA Double-Strand Break Repair. DNA Repair.

[33] Zhang S., Übelmesser N., Josipovic N., Forte G., Slotman J.A., Chiang M., Gothe H.J., Gusmao E.G., Becker C., Altmüller J. (2021). RNA Polymerase II Is Required for Spatial Chromatin Reorganization Following Exit from Mitosis. Sci. Adv..

[34] Meisenberg C., Pinder S.I., Hopkins S.R., Wooller S.K., Benstead-Hume G., Pearl F.M.G., Jeggo P.A., Downs J.A. (2019). Repression of Transcription at DNA Breaks Requires Cohesin throughout Interphase and Prevents Genome Instability. Mol. Cell.

[35] Gelot C., Guirouilh-Barbat J., Le Guen T., Dardillac E., Chailleux C., Canitrot Y., Lopez B.S. (2016). The Cohesin Complex Prevents the End Joining of Distant DNA Double-Strand Ends. Mol. Cell.

[36] Ström L., Lindroos H.B., Shirahige K., Sjögren C. (2004). Postreplicative Recruitment of Cohesin to Double-Strand Breaks Is Required for DNA Repair. Mol. Cell.

[37] Potts P.R., Porteus M.H., Yu H. (2006). Human SMC5/6 Complex Promotes Sister Chromatid Homologous Recombination by Recruiting the SMC1/3 Cohesin Complex to Double-Strand Breaks. EMBO J..

[38] Owens N., Papadopoulou T., Festuccia N., Tachtsidi A., Gonzalez I., Dubois A., Vandormael-Pournin S., Nora E.P., Bruneau B.G., Cohen-Tannoudji M. (2019). CTCF Confers Local Nucleosome Resiliency after DNA Replication and during Mitosis. eLife.

[39] Banigan E.J., Mirny L.A. (2020). Loop Extrusion: Theory Meets Single-Molecule Experiments. Curr. Opin. Cell Biol..

[40] Liu X.S., Wu H., Ji X., Stelzer Y., Wu X., Czauderna S., Shu J., Dadon D., Young R.A., Jaenisch R. (2016). Editing DNA Methylation in the Mammalian Genome. Cell.

[41] Charlet J., Duymich C.E., Lay F.D., Mundbjerg K., Sørensen K.D., Liang G., Jones P.A. (2016). “Bivalent” Regions of Cytosine Methylation and H3K27 Acetylation Suggest an Active Role for DNA Methylation at Enhancers. Mol. Cell.

[42] Carré-Simon À., Fabre E. (2022). 3D Genome Organization: Causes and Consequences for DNA Damage and Repair. Genes.

[43] Kantidze O.L., Luzhin A.V., Nizovtseva E.V., Safina A., Valieva M.E., Golov A.K., Velichko A.K., Lyubitelev A.V., Feofanov A.V., Gurova K.V. (2019). The Anti-Cancer Drugs Curaxins Target Spatial Genome Organization. Nat. Commun..

[44] Kantidze O.L., Gurova K.V., Studitsky V.M., Razin S.V. (2020). The 3D Genome as a Target for Anticancer Therapy. Trends Mol. Med..

[45] Narezkina A., Narayan H.K., Zemljic-Harpf A.E. (2021). Molecular Mechanisms of Anthracycline Cardiovascular Toxicity. Clin. Sci. Lond. Engl. 1979.

How the deposited data were processed for this re-analysis (not part of the article)

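The RNA-seq experiment was analysed from the authors' deposited counts for 5 libraries of RPE1 cells, 2 treated with DMSO, 2 with 0.2 μM doxorubicin and 1 with 0.34 μM doxorubicin for 18 h. The ChIP-seq and Hi-C experiments were not analysed here. The authors deposited raw counts of reads per gene, made by mapping paired-end reads of poly-A RNA to hg38 with STAR and counting with Rsubread and the iGenomes annotation. Versions, the strand setting of the counting and the treatment of reads that map to several places are not given in the sources used here. The authors also deposited a table of genes with a DESeq2 adjusted p-value under 0.01, with the mean normalized count (a signal), the log2 fold change, the Wald statistic (a score) and the p-value of each gene as the authors computed them.

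The counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The main test was edgeR's quasi-likelihood test on 3 pooled doxorubicin libraries against 2 DMSO libraries with TMM normalization, no covariates and the default filter for low counts (a minimum count of 10 and a minimum total of 15), which kept 14187 of 26485 genes. The threshold was a Benjamini-Hochberg adjusted p of 0.01. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. The comparison of 0.34 μM with 0.2 μM was a contrast in a fit of 3 conditions to all libraries. Gene lists were tested with camera (preset correlation 0.01), with fry and camera with an estimated correlation as alternatives, and their p-values were adjusted over 10 lists. The lists were compiled from general knowledge and not from a database. Principal components were computed on blind variance-stabilized counts of the 500 most variable genes. CPM values are TMM-normalized, and log2 CPM used a prior count of 2.

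The total counts per library were between 23773061 and 36725345, with a median of 25592200 in DMSO and 26528661 in doxorubicin. The normalization factors were between 0.975 and 1.04. Libraries of one condition were checked for being copies of each other with a chi-square of their counts over genes with at least 20 counts in the pair. It was 117 per degree of freedom for the DMSO pair and 75.3 for the 0.2 μM pair, far above sampling noise, so all libraries were counted as separate.

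The pipeline was tested on data simulated from the DMSO means and the library sizes. In each of 5 simulations of 3 against 2 libraries, 200 of 14187 genes were changed 4-fold. These were drawn from genes above a minimum mean CPM in DMSO, so recovery was not tested for genes with few counts there. A further list of 30 genes was changed by less and was left out of the recovery, but its calls were not counted as false. The simulated libraries vary independently, which the observed ones did not. edgeR called 85.2% of the 200 genes, and 4.37% of its calls were unchanged genes. For DESeq2 these were 92.6% and 8.72%, and for limma voom 81.9% and 3.94%, so that all 3 exceeded the nominal share of 0.01 in this simulation.

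The genes named are those the paper names, fixed examples of the lists, the 5 largest rises and the 5 largest falls past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups, and the 3 genes with the smallest p between the doses. Others are named as chosen after their values were seen. Symbols were matched to gene positions on GRCh38, 23758 by symbol and 1562 by an older symbol, with 1165 unmatched. Of the named genes with a position, TOP2A, BAX, CDK1, E2F1, CENPA, HES2, LINC01164, LOC101927919 and ZP1 overlap no other annotated gene, and the counts of the others could include reads of an overlapping gene. The alternatives were the tool, the normalization, the filter, the threshold, the grouping of the doses, thinning of the counts, leaving out each library, a replicate block, the set test, and the genes, transformation and denominators of the shares. They and the gene lists were set before the data were examined, except for 3 alternatives named in the closing section.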

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

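The tests of the explanations for these results were chosen after the results were seen. The mRNAs of cohesin subunits and regulators, which the paper does not report on, were lower after doxorubicin. Of 15 genes in a list of cohesin and CTCF, 14 were lower, with a median log2 fold change of -0.91 (camera adjusted p = 6.9e-09, 0.00267 with fry and 0.0851 with the correlation estimated). MAU2 was the only higher member (0.52), chosen after its values were seen. RAD21 (chromosome 8 of GRCh38, 116845934 to 116874776), which overlaps RAD21-AS1, fell from 316 ± 61.8 CPM (SD, n = 2) to 122 ± 11.7 (SD, n = 3), a log2 fold change of -1.37 (standard error 0.18, adjusted p = 0.00544 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -1.56 and -1.17 with each library left out in turn, with an adjusted p of up to 0.0332 from the same edgeR test, and it was lower in 3 of 3 doxorubicin libraries. Over all genes tested 6 members passed the threshold, 10 when adjusted over the list alone, and 0 to 2 with a library left out. The fall did not rest on ESCO2 and CDCA5 alone, whose mRNAs go with the cell cycle. Of the 13 other members 12 were lower, with a median of -0.64. Their p was 1.9e-07 from edgeR's camera test over all genes with the preset correlation of 0.01. Fry and the estimated correlation were not run on these 13, and whether other members go with the cell cycle was not tested. The fall of the full list of 15 was larger than that of genes of this length and expression. Of 10000 random lists matched on both, 0 had a median as low (lowest -0.73). The 13 members without ESCO2 and CDCA5, whose median lies above that lowest value, were not set against random lists. Genes drawn at random also need not vary together as members of 1 list may. A smaller share of dividing cells cannot be told apart from a response of these genes. The DMSO libraries differed by 0.89 in the G1/S and replication list but by -0.087 in the cohesin list, which is 1 pair of libraries, and no sample separates the cell cycle from the drug. Whether protein levels changed was not measured here.

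The cell cycle lists were lower at 0.34 μM than at 0.2 μM in a test of the difference between the doses. The median log2 difference was -0.49 for G2/M (camera adjusted p = 7.7e-27), with 34 of 35 genes lower, and -0.45 for G1/S and replication (5.2e-19), with 33 of 35 genes lower. The NF-kB and inflammatory list was higher by 0.31 (0.000507), with 9 of 10 genes higher. With fry, which rests on the spread between libraries, the adjusted p was 0.797 for each, and no single gene passed the threshold. One candidate explanation is the spread between libraries of one dose: the median G2/M difference between the 0.2 μM libraries was 0.29 (replicate 2 minus replicate 1), and for the NF-kB list it was -0.52. Against replicate 1 of 0.2 μM, the median difference of the 0.34 μM library was -0.29 for G2/M, -0.29 for G1/S and replication, and 0.084 for the NF-kB list. Against replicate 2 these were -0.64, -0.58 and 0.60. The G2/M difference from replicate 1 was as large as that within the 0.2 μM pair. Over all genes, however, the median absolute log2 difference from replicate 1 was 0.113, against 0.293 within the 0.2 μM pair. The spread of that pair may therefore be too wide a measure here. With 1 library at 0.34 μM, a spread between libraries cannot be told apart from an effect of the dose.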

How the results depend on the processing

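The alternatives with 0.2 μM alone and with ribosomal RNA genes removed were chosen after seeing the data. The count of differentially expressed genes (571, with 183 higher and 388 lower) was within 1.5 times under RLE size factors, library size alone, limma voom, the stricter filter, the 2-fold minimum, thinning and the removal of ribosomal RNA genes, where it was between 526 and 587. It was 2026 (916 higher, 1110 lower) with DESeq2, 1020 (404 and 616) without the filter, 323 (83 and 240) with the mean of the doses in a fit of 3 conditions and 1927 (866 and 1061) at an adjusted p under 0.05. For 0.2 μM alone against DMSO it was 171 (39 and 132) with edgeR and 919 with DESeq2 (370 higher). With a library left out in turn it was between 49 and 215, with between 2 and 71 higher and between 47 and 183 lower. It was lowest without DMSO replicate 2, which shared 48 genes with the full set. The share of higher genes was 32.0%, 45.2% with DESeq2 and 4.08% without DMSO replicate 2. More genes passed at a looser threshold by construction. For the other changes the cause was not tested.

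With a replicate block over the 2 DMSO and 2 0.2 μM libraries, 1249 genes passed (580 higher, 669 lower), 569 of them among the 571. On the same 4 libraries without the block, 178 genes passed (38 higher, 140 lower), so that the share of higher genes was 46.4% with the block and 21.3% without it. Of the apoptosis list, 8 genes passed with the block and 1 without it. Named genes that passed with the block and not in the pooled fit of 5 libraries were RIF1, GDF15, FAS, BAX, MCM2, ESCO2, PCNA and RNA18S5 (adjusted p between 4.6e-06 and 0.00997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 0.0285 and 0.223 from the same test on these 4 libraries without the block). The 15 named genes that lost their call on these 4 libraries also passed with the block. The paper does not say that the numbers pair the libraries. The differences between replicate 2 and replicate 1 in DMSO and in 0.2 μM correlated across genes with an r of 0.528, and the second principal component set both replicate 2 libraries apart from the other 3. In the chi-square of the counts, DMSO replicate 1 differed from 0.2 μM replicate 1 by 189 per degree of freedom and from replicate 2 by 218. DMSO replicate 2 differed from 0.2 μM replicate 2 by 173 and from replicate 1 by 227. These values go with a shared batch, but with 2 pairs and no stated pairing they do not settle it. The main fit has no term for such a batch and treats the libraries as independent.

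No named gene changed direction under any alternative that gave a value, nor did the p53 target, apoptosis, G2/M, G1/S and replication or cohesin and CTCF list. The other 5 lists were not run with another normalization, filter or choice of libraries. The p53 target, G2/M and G1/S and replication lists passed camera under every alternative of normalization, filter, grouping and library. With the correlation estimated, the p53 target list (1.81), the G2/M list (-3.72) and the G1/S and replication list (-2.62) no longer did, and the last also failed with fry. The apoptosis list (0.29) failed with fry, with the estimated correlation, and with limma voom (0.29, adjusted p = 0.0150). It also failed without the members shared with the p53 target list (0.072). With a library left out in turn, the median of the apoptosis list was between 0.25 and 0.35. With DESeq2, 12 named genes newly passed. Without DMSO replicate 2, 25 lost their call, which is all that had one but TOP2A, PLK1, KIF20A and CENPA. The first principal component explained 77.3% with rlog, 66.9% with log2 CPM, 65.3% with all genes kept by the filter and between 73.6% and 89.3% with a library left out in turn. For the second component these were 20.3%, 29.8%, 24.8% and between 10.1% and 24.4%, against 19.4% in the main analysis. The share of genes called was 2.76% of genes with a count, 4.02% of genes kept, 7.65% with DESeq2 and 3.45% for the authors' deposited list. The count between the doses was 0 under each alternative tried.

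Thinning every library to the smallest total gave a count of 587. Most libraries were already close to that total, so this does not show how far depth limits the results.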

Differences from the paper's values

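The share of differentially expressed genes in the genome is about 4.9% in the paper's Fig. 3f, read by eye. It was 2.16% of all genes with deposited counts here, with edgeR calls. The paper used DESeq2, and its text does not state which genes the figure counts as the genome, so these shares may not be alike in kind. Tool and denominator both move the share: DESeq2 calls were 14.1% of the genes it tested. Of the alternatives set before the data were examined, the share was within 1.5 times of the paper's with the genes kept by the filter as denominator (4.02%) and for the authors' deposited list over all genes (3.45%), and was not with the genes with a count as denominator (2.76%) or with DESeq2 (7.65%).

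The paper's methods state that the doxorubicin libraries of both doses were pooled. The authors' deposited table holds the fold changes of the 0.2 μM libraries alone against DMSO, as given by a DESeq2 contrast that was chosen after seeing the values and drops 0 of the 914 genes listed. DESeq2 on the pooled groups, at its default settings, called 1996 genes, 912 of them among the 914.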

Other observations

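The tests of the deposited list, of ribosomal RNA and of GC content were chosen after the results were seen, and the others before. The paper reports more CTCF binding after doxorubicin in its ChIP-seq. A hypothesis that more CTCF mRNA underlies this was tested in the RNA-seq libraries. CTCF mRNA was lower, not higher, with a log2 fold change of -0.59 (standard error 0.14, adjusted p = 0.0365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00393 with DESeq2, the ends of the alternatives being 0.00393 and 0.210), and was lower in 3 of 3 doxorubicin libraries. STAG2 had a log2 fold change of -0.56, RIF1 one of -0.93 and TP53BP1 one of -0.17. None of the 3 passed the threshold in edgeR on the pooled groups with the low-count filter. RIF1 passed it in edgeR without the filter (adjusted p = 0.00499), while STAG2 (adjusted p = 0.00381) and RIF1 (1.1e-05) passed it with DESeq2 and TP53BP1 (0.574) did not. Over the alternatives the adjusted p was between 0.00381 and 0.230 for STAG2, between 1.1e-05 and 0.0743 for RIF1 and between 0.258 and 0.824 for TP53BP1, from edgeR, DESeq2 or limma voom.

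The paper reports more cells in G2/M after doxorubicin. If the share of cells in that stage set the level of G2/M mRNAs, the G2/M list would be higher. Its median log2 fold change was -3.72, and all 35 genes fell.

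Long transcription units were expected to fall if doxorubicin blocks elongation. Of 5 equal parts by gene length, the longest and the shortest genes differed in their median log2 fold change by -0.26. In the same comparison, the DMSO libraries differed from each other by -0.22 and the 0.2 μM libraries by 0.075 (replicate 2 minus replicate 1). Every pairing of 1 doxorubicin with 1 DMSO library gave a negative difference, between -0.38 and -0.078, but these pairings share libraries. With a DMSO pair that differed by nearly as much, an effect of length cannot be told apart from the spread between libraries. For GC content of the transcripts the difference was 0.39, against 0.20 between the DMSO libraries and -0.50 between the 0.2 μM libraries, and it cannot be told apart either.

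The share of genes called was higher among more expressed genes than among the least expressed, at 1.69% in the lowest of 3 equal parts by mean CPM and 5.10% in the highest, as a larger power at higher counts predicts. It was 5.29% in the middle part, so that it did not rise further with counts there. Whether the share of genes that respond differs between the parts was not tested.

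Across the 171 genes called at 0.2 μM against DMSO in a fit of 3 conditions, the slope of the 0.34 μM log2 fold changes on those at 0.2 μM was 1.11. In 20 simulations with an equal response it was between 0.911 and 0.953. The simulated libraries vary independently, which the observed ones did not, and there is 1 library at 0.34 μM. A larger response at the higher dose therefore cannot be told apart from a difference of that library alone, and no gene passed the threshold between the doses.

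The authors' deposited list is shorter than the list from DESeq2 on the pooled groups. The listed fold changes differed by at most 3.0e-05 from a DESeq2 contrast of 0.2 μM alone and by a median of 0.0828 from the pooled groups, so the list is that of the 0.2 μM libraries. One symbol in the authors' deposited table had been turned into a date, and its mean normalized count matched MARCH2.

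RNA18S5, a ribosomal RNA gene, took 1.02% and 1.39% of the counts in the DMSO libraries and 2.26%, 2.15% and 2.23% in the doxorubicin libraries. Its log2 fold change was 0.91 (adjusted p = 0.0269 from the same edgeR test). RNA28S5 rose as well, by 0.77 (adjusted p = 0.0564 from the same edgeR test). A less complete selection of poly-A RNA in the treated libraries may explain both, and a lower amount of mRNA per cell would look the same. These cannot be told apart here. With DESeq2 both passed the threshold, with adjusted p-values of 4.0e-05 for RNA18S5 and 0.00436 for RNA28S5, the lowest of the alternatives. The highest were 0.143 and 0.220, for 0.2 μM alone with edgeR. Both were chosen after their values were seen.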
